A study of Mus musculus with 20 samples.

How the data were processed

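RNA was sequenced from whole mouse adrenal glands in 20 libraries. The libraries fall into 4 groups by the genotype and sex labels: 5 control females, 5 Bmal1 KO females, 6 control males and 4 Bmal1 KO males. Both genotypes are labelled with the Cre driver SCC::Cre; the gene of the side-chain cleavage enzyme P450scc is Cyp11a1, which is active in steroid-producing cells of the adrenal cortex. Per the labels' protocols, total RNA was extracted with a Direct-zol kit and libraries were made with a TruSeq RNA kit. Strand, time of day of collection, breeding and the exons removed from Bmal1 are not given in the sources used here. Each sample has an age label in months. Ages differ within each group, so libraries of different age labels came from different animals. For libraries of equal age label, nothing in the labels says that they came from separate animals, and litters are not given. P-values therefore measure only the spread between these samples, which may in part be technical.

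The submitters' processing notes name FastQC, MultiQC, featureCounts, Salmon and DESeq2 and the builds mm10 and GRCm38. The versions, the role of each tool, the aligner, the annotation release and the strand setting are not given in the sources used here. The deposited table holds 1 normalised signal value per gene and library, with 47729 genes, of which 13350 were at 0 in all 20 libraries. Within each library every positive deposited value was a whole multiple of 1 smallest step, within a tolerance of 0.001 of a read, so 100% of values came out as whole reads. The step of each library multiplied by the size factor that DESeq2 computes from the recovered reads was 1 throughout. The deposited signal is therefore a read count divided by 1 DESeq2 size factor per library, and is called normalised read count here. Recovered reads came to between 13421985 and 26742820 per library, and 3 recovered reads were taken as the floor of detection, which covers counting error only. All 20 columns carried a sample's title, and 0 columns had no sample. Each gene identifier was looked up in GENCODE M21 on GRCm38, where 47310 were found and 419 were not. The table gives no symbol for 9761 genes and a 5-digit number as symbol for 27.

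Because the deposited values are not counts, the test set for normalised values was used in place of edgeR's quasi-likelihood test, which had been chosen for counts. limma-trend (limma 3.58.1 in R 4.3.3) was fitted to log2(value + 1) of 26612 genes with a value of at least 1 in at least 4 libraries, with 1 mean per group and 1 estimate of spread over all 20 libraries. Contrasts were Bmal1 KO minus control in females and in males, the difference between these 2 effects (the interaction of genotype and sex), and female minus male in controls and in Bmal1 KO. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p in the text is from limma unless another tool is named. Fold changes are on the log2(value + 1) scale, which understates changes of genes with low counts. Errors of fold changes are standard errors (SE) and errors of group means are standard deviations (SD). edgeR 4.0.16 on the recovered reads called 518 genes in females, 401 in males, 10 for the interaction, 6923 by sex in controls and 6099 by sex in Bmal1 KO, and was added after the data were seen. On simulated counts with known changes, limma recovered 65% of genes changed by 1 on the log2 scale in the female contrast, 67% in males, 46% in the interaction, 66% by sex in controls and 64% by sex in Bmal1 KO. The false share of calls there was 7.06%, 5.95%, 5.97%, 4.73% and 4.88% in the same order. For a change of 2 it recovered 93%, 91%, 80%, 95% and 92%. DESeq2 1.42.0, an alternative tool, gave a false share between 12% and 17.2% in the same simulations. It was run there on 34379 genes, against 26734 for limma and 18388 for edgeR in the female contrast, so the tools are not compared on equal terms. All these shares describe the simulated counts, and how far they carry over to the data was not tested.

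Before the data were examined, 28 gene lists with 381 members were fixed, of which 377 were tested. They cover the core clock loop and clock output, steroidogenesis, cholesterol synthesis, cholesterol uptake and storage, zona glomerulosa, adrenal capsule and stroma, X-zone, PKA and cAMP signalling, and canonical WNT targets. Others are immediate early genes, glucocorticoid receptor targets, proliferation, heat shock, unfolded protein response, redox defence, interferon response, antigen presentation, mitochondrially encoded genes and sex chromosome genes. Cell type markers cover medulla chromaffin cells, Schwann and sustentacular cells, endothelium, macrophages, lymphocytes, adipocytes, red blood cells and kidney. Some genes stand on more than 1 list. Lists were tested against all other genes with limma's camera, two-sided, with a preset correlation between genes of 0.01 and adjustment over the 28 lists of a comparison. It ran on log2(value + 1) rather than on log2 CPM, which was the first choice and became an alternative with the change of test. Of 100 random lists in simulated data, 3 had p under 0.05. In other splits of the real libraries, the median number of the 28 lists called was 7 for the female contrast and 6 for the male contrast. It was 6 for the interaction, 8 by sex in controls and 6 by sex in Bmal1 KO. Counts of called members are given over all genes tested and adjusted over the list alone. With a correlation estimated from the libraries, 4 of the 37 list calls hold: cholesterol uptake and storage and X-zone, by sex, in controls and in Bmal1 KO.

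The rule for naming genes was fixed with them. Arntl comes first. For each deletion contrast the rule takes the 10 called genes with the largest rise and the 10 with the largest fall, among genes with a mean of at least 1 CPM in 1 of the groups and with groups that do not overlap. For the interaction it takes the 10 genes with the smallest p, and for each sex contrast 5 and 5 as for the deletion, leaving out the sex chromosome list. Called list members with the smallest p serve as examples, and Cyp11a1, Star, Cyp11b1, Cyp11b2, Per1, Per2, Nr1d1, Dbp, Akr1c18 and Th are given in both deletion contrasts. Genes withheld for evaluation are left out of the text where this rule picks them, and no other gene takes their place. Predicted genes without a name are counted and not named. Genes named outside this rule are said to be so, and Gvin1 and Ftl1, given in the closing parts, are also outside it.

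The overlap of deletion calls between sexes was tested with Fisher's exact test, one-sided. Principal components used the 2000 genes with the highest variance. Alternatives were age as a covariate, the replicate number as a block, pseudocounts of 0.1 and 10, no filter, a minimum of 1 CPM, TMM rescaling, a fit of only the 2 groups compared, limma-voom, edgeR with TMM or RLE factors, DESeq2, and each library left out in turn. Results were also compared with those of 100 splits of the libraries per contrast. Each library was counted as a separate sample, as labelled. Chi-square per gene between libraries of 1 group lay between 13.2 and 54.6 over 41 pairs, which is beyond counting error and does not tell whether libraries came from separate animals. Sequence copies of Ftl1 were found with blastn 2.17.0.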

Results

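Gene expression was measured by RNA sequencing in whole mouse adrenal glands, with the aim of finding what loss of the clock gene Bmal1 from the adrenal cortex changes in females and in males. The adrenal holds a steroid-producing cortex around a catecholamine-producing medulla, and both are in the tissue sequenced. There were 5 libraries from control females, 5 from females labelled Bmal1 KO, 6 from control males and 4 from males labelled Bmal1 KO. Ages ran from 1.5 to 3.4 months in control females, 2.4 to 3.4 months in Bmal1 KO females, 2.9 to 4.7 months in control males and 2.9 to 3.7 months in Bmal1 KO males. Reads per library ranged from 20401098 to 24504308 in control females and from 21056668 to 24716665 in Bmal1 KO females. In males they ranged from 13421985 to 22150331 in controls and from 18148102 to 26742820 in Bmal1 KO. Mitochondrially encoded genes took 9.85% ± 1.42 (SD, n = 5) of reads in control females, 9.59% ± 1.10 (n = 5) in Bmal1 KO females, 10.1% ± 1.18 (n = 6) in control males and 9.82% ± 1.46 (n = 4) in Bmal1 KO males. The first principal component held 33.5% of the variance and separated females from males. The second held 6.44% and separated the genotypes in females (controls 16.5 to 25.3, Bmal1 KO -36.8 to -4.16). On it Bmal1 KO male 2, at 10.6, lay among the control males (-3.17 to 15.8). The other Bmal1 KO males lay between -20.6 and -13.3.

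Arntl, the official symbol of Bmal1 (chr7:113207465-113314126, plus strand, GRCm38), encodes the partner of CLOCK in the activating arm of the circadian clock. Its normalised read count was 618 ± 147 (SD, n = 5) in control females and 905 ± 71.8 (n = 5) in females labelled Bmal1 KO. In control males it was 663 ± 238 (n = 6) and in males labelled Bmal1 KO 923 ± 69.9 (n = 4). The 5 control females read 650, 550, 494, 536 and 860, and the 5 Bmal1 KO females 1010, 885, 854, 833 and 942. The 6 control males read 365, 612, 663, 582, 664 and 1092, and the 4 Bmal1 KO males 995, 965, 841 and 893. The log2 difference was 0.57 ± 0.19 (SE) in females and 0.55 ± 0.19 in males, and neither passed the test (adjusted p = 0.164 and 0.241). Without control male 6, the male difference was 0.71 with adjusted p = 0.0238. The sum of reads over the whole gene was therefore not lower in the libraries labelled Bmal1 KO, and a sum that includes exons outside a deleted part checks nothing about the deletion. All directions given for Bmal1 KO rest on the labels.

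In females labelled Bmal1 KO, the genes that moved furthest included the clock's own repressors and their targets. The time of day of collection is not given. A difference in it between genotypes therefore cannot be excluded for the clock genes of either sex. Cry1 (chr10:85131700-85185064, minus strand), a repressor of CLOCK and BMAL1, rose from 219 ± 11 (SD, n = 5) to 1798 ± 219 (n = 5) normalised reads, a log2 fold change of 3.03 ± 0.12 (SE, adjusted p = 2.67e-12). Npas2 (chr1:39193731-39363236, plus strand), a relative of CLOCK that also pairs with BMAL1, rose by 3.01 ± 0.15 (adjusted p = 1.24e-10). Nr1d1 (chr11:98767932-98775333, minus strand), a nuclear receptor that represses Bmal1 transcription, fell from 2532 ± 692 to 247 ± 105 normalised reads, by -3.40 ± 0.26 (adjusted p = 5.46e-08). Its relative Nr1d2 changed by -2.72 ± 0.19 and Dbp, a transcription factor that carries clock output, by -2.69 ± 0.15. Of 26612 genes tested, 467 were called, 298 higher and 169 lower in Bmal1 KO, of which 119 and 54 changed at least 2-fold. At unadjusted p under 0.05 there were 3110 genes, with 1330.6 expected by chance, and DESeq2 called 913. The groups did not overlap for 339 of the called genes.

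Beyond the clock, Dync1i1, an intermediate chain of the dynein motor, rose 3.34 ± 0.27 on the log2 scale in females (adjusted p = 1.55e-07). Tmem45a2 rose by 3.10 ± 0.62 and Shisa6 by 3.01 ± 0.60. Shisa6 was not called with limma-voom or a pseudocount of 0.1 (adjusted p = 0.0536 and 0.153), and in a fit of only the 2 female groups neither Shisa6 (0.076) nor Tmem45a2 (0.0755) was. Cyp2f2 (chr7:27119909-27133660, plus strand), a cytochrome P450 and marker of the X-zone, the inner cortical layer of young females, fell from 7517 ± 3336 (SD, n = 5) to 1123 ± 757 (n = 5), a change of -2.82 ± 0.37 (adjusted p = 0.000117). Aif1l changed by -2.66 ± 0.33, the prostacyclin synthase Ptgis by -1.88 ± 0.27 and the acyl-CoA synthetase Acsbg1 by -1.88 ± 0.26. Cml5 changed by -2.38 ± 0.35 and Cml3 by -1.81 ± 0.30, and since these neighbouring genes are near copies, their separate values are uncertain. Predicted genes without a name took 5 of the 20 places for the largest changes.

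**Figure D1:**
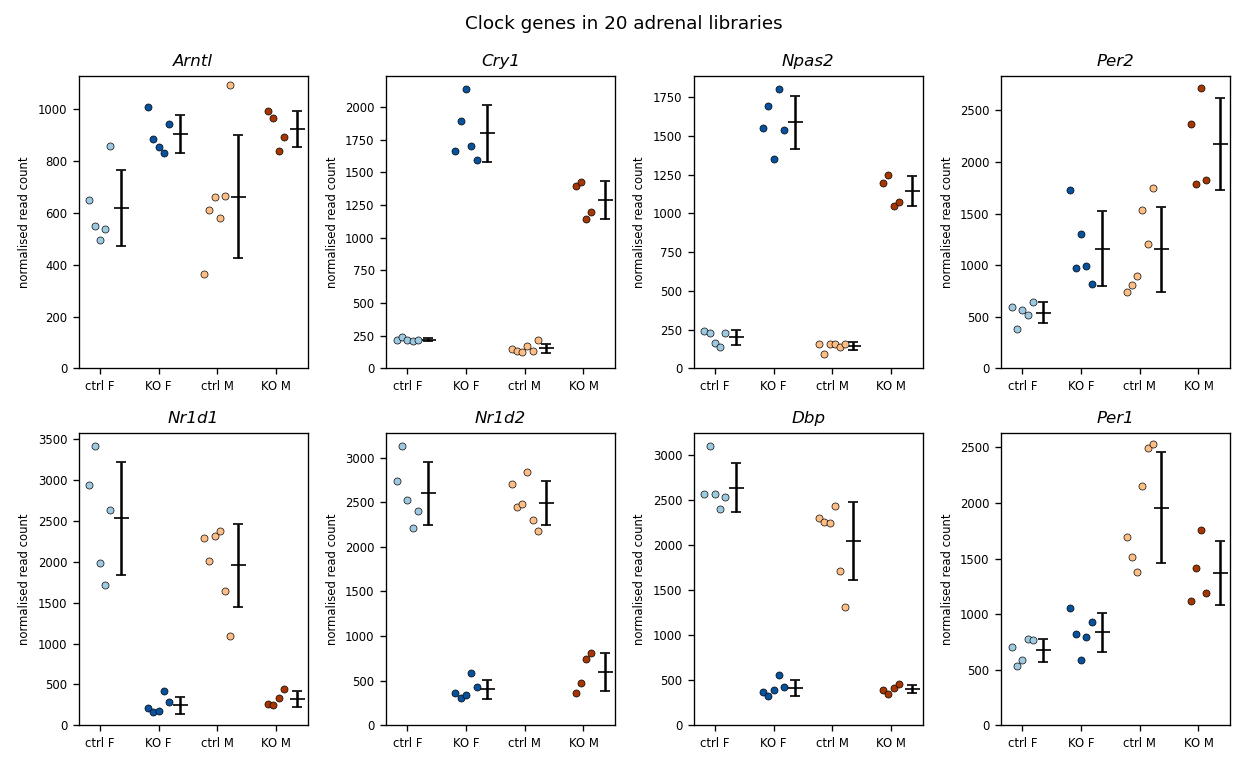
Normalised read counts of 8 clock genes in each library, with each axis starting at 0; points are libraries, and dash and bar are the mean and SD of a group. Cry1 stood at 219 in control females against 1798 in Bmal1 KO females and at 153 in control males against 1289 in Bmal1 KO males, while Arntl itself was not lower in the libraries labelled Bmal1 KO.

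Of the 19 genes of the core clock loop, 5 were higher and 4 lower in Bmal1 KO females, and 8 and 5 when adjusted over the list alone. Per2 rose by 1.07 ± 0.23 and Cry2 by 0.55 ± 0.09, while the repressor Bhlhe41 changed by -1.61 ± 0.23 and Per3 by -1.14 ± 0.22. Per1 differed by 0.30 ± 0.18 (adjusted p = 0.573) and Clock, added after its values were seen, by 0.25 ± 0.07 (adjusted p = 0.0815). As a set the list ranked higher (camera adjusted p = 0.034), with members on both sides, and with an estimated correlation the adjusted p = 0.478. That call was also lost without control female 3 or 4 or Bmal1 KO female 1 (adjusted p from 0.0556 to 0.0834). Clock output had 2 of 11 members higher and 2 lower (2 and 4 adjusted over the list alone, camera adjusted p = 0.213). Nfil3, a repressor that binds the same sites as DBP, rose by 1.26 ± 0.23, and the lower members were Dbp and Por (-0.54 ± 0.11). Lonrf3 rose by 0.69 ± 0.17, a call that leaving out any library of the contrast but control female 2 and Bmal1 KO female 4 ended (adjusted p from 0.0545 to 0.0972).

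Of 17 genes of steroid synthesis 0 were higher in Bmal1 KO females and 1 was lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.213): Por, the electron donor of microsomal P450 enzymes, changed by -0.54 ± 0.11 (adjusted p = 0.0133). Star, which carries cholesterol into mitochondria, was at 219700 ± 29480 (SD, n = 5) in controls and 152300 ± 21050 (n = 5) in Bmal1 KO, a difference of -0.53 ± 0.15 with adjusted p = 0.0815. Cyp11a1 (chr9:58006411-58027023, plus strand), the side-chain cleavage enzyme, differed by -0.19 ± 0.16 (adjusted p = 0.727). Cyp11b1, which makes corticosterone, differed by -0.33 ± 0.19 (adjusted p = 0.539), and Cyp11b2, the aldosterone synthase, by -0.26 ± 0.20 (adjusted p = 0.683). These last 2 genes are neighbouring paralogs whose reads may be split between them. Akr1c18, an X-zone marker that inactivates progesterone, differed by -0.27 ± 0.76 (adjusted p = 0.946).

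Cholesterol synthesis genes ranked higher in Bmal1 KO females (camera adjusted p = 3.36e-07, median log2 fold change 0.51). Of 22 members 1 passed over all genes and 11, all higher, adjusted over the list alone, and with an estimated correlation the adjusted p = 0.521. Pmvk, the phosphomevalonate kinase, rose by 1.14 ± 0.17 (adjusted p = 0.000434), and Hmgcs1, an early enzyme of the pathway added after its values were seen, differed by 1.04 ± 0.27 (adjusted p = 0.0526). Among 13 genes of cholesterol uptake and storage 0 were higher and 1 was lower (1 and 2 adjusted over the list alone, camera adjusted p = 0.976), namely Soat1, which esterifies cholesterol, at -0.61 ± 0.12. Zona glomerulosa genes, those of the outer cortical layer, ranked lower (camera adjusted p = 0.000101, with an estimated correlation adjusted p = 0.261). Of 12 members 0 were higher and 3 lower (0 and 5 adjusted over the list alone). The signalling protein Shh changed by -1.79 ± 0.29, the potassium channel gene Kcnk3 by -0.86 ± 0.15 and Wnt4 by -0.77 ± 0.17. The Wnt4 call was lost without control female 4 (adjusted p = 0.052). Canonical WNT targets also ranked lower (camera adjusted p = 0.00017, with an estimated correlation adjusted p = 0.307), with Wnt4 the 1 called member of 12, and also 1 adjusted over the list alone. Of 6 X-zone genes, Cyp2f2 fell and Thrb, the thyroid hormone receptor beta, rose by 0.61 ± 0.11 (camera adjusted p = 0.936), the same count adjusted over the list alone.

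Other lists changed in few members in females. Proliferation genes ranked higher (camera adjusted p = 0.00017, with an estimated correlation adjusted p = 0.521), with 1 of 22 called and also 1 adjusted over the list alone, the replication helicase subunit Mcm6 at 1.09 ± 0.23. Glucocorticoid receptor targets ranked higher (camera adjusted p = 0.0365, with an estimated correlation adjusted p = 0.521). Of 13, 2 were called higher and 0 lower (4 and 1 adjusted over the list alone): Cdkn1a, the cell cycle inhibitor p21, at 1.04 ± 0.19 and Nfkbia at 0.76 ± 0.15, the latter not called in a fit of only the 2 groups (adjusted p = 0.0848). This list lost its call without control female 3, Bmal1 KO female 2 or 5, or control male 2 or 4 (adjusted p from 0.0534 to 0.105). In PKA and cAMP signalling (18 genes) the phosphodiesterase Pde8b rose by 0.58 ± 0.12 and the PKA anchor Akap1 changed by -0.42 ± 0.08 (1 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.213). In the unfolded protein response list (18 genes, camera adjusted p = 0.213) Herpud1 was the 1 call, at -0.37 ± 0.09, and in the interferon response list (18 genes, camera adjusted p = 0.853) Rsad2, at 0.48 ± 0.12, each also alone when adjusted over the list alone. The Herpud1 call was lost without any library of the contrast but Bmal1 KO female 3 and 4 (adjusted p from 0.0534 to 0.141), and that of Rsad2 without any but control female 1 and Bmal1 KO female 1 and 2 (adjusted p from 0.053 to 0.125). Immediate early genes (16), heat shock (12), redox defence (16), antigen presentation (12), mitochondrially encoded genes (13), adrenal capsule and stroma (14) and sex chromosome genes (9) had 0 called members by limma, over all genes or the list alone. At unadjusted p under 0.05 these lists had 1, 2, 3, 0, 0, 3 and 1 members, edgeR called 0 in each and DESeq2 called 1, a sex chromosome gene. Their camera adjusted p values were 0.213, 0.172, 0.975, 0.213, 0.569, 0.51 and 0.213.

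Markers of other cell types were tested as lists too. Medulla chromaffin markers ranked lower in Bmal1 KO females (camera adjusted p = 0.00259, with an estimated correlation adjusted p = 0.538, median log2 fold change -0.21), while the 1 called member of 20, Gch1, which makes the cofactor of tyrosine hydroxylase, was higher by 0.49 ± 0.12. That call was lost without any library of the contrast but control female 5 (adjusted p from 0.0575 to 0.105), and 1 gene also passed adjusted over the list alone. Th, the tyrosine hydroxylase itself, differed by -0.40 ± 0.18 (adjusted p = 0.375). Schwann and sustentacular markers ranked lower (camera adjusted p = 0.0142), and endothelial (0.0443), lymphocyte (0.0142) and red blood cell markers (0.0198) ranked higher. With an estimated correlation these 4 lists had adjusted p = 0.521. The endothelial call was lost without control female 1, 3 or 5, Bmal1 KO female 1, 2 or 3, or control male 2 or 4 (adjusted p from 0.0534 to 0.235). The lymphocyte call was lost without control female 3 or 4 or Bmal1 KO female 2 (0.0522 to 0.0877), and the red blood cell call without control female 1 or 3 or Bmal1 KO female 2 or 5 (0.0567 to 0.0919). limma called 0 of their 8, 10, 11 and 6 members over all genes and 0, 1, 2 and 0 adjusted over the list alone, with 2, 3, 3 and 3 at unadjusted p under 0.05, 0 in each by edgeR and 0, 1, 2 and 0 by DESeq2. Of 12 macrophage markers 1 was called over all genes and over the list alone, the mannose receptor Mrc1 at -0.59 ± 0.11 (camera adjusted p = 0.637). Adipocyte markers (11, camera adjusted p = 0.117) and kidney markers (6, camera adjusted p = 0.976) had 0 calls by limma and edgeR, 3 and 0 members at unadjusted p under 0.05, 2 and 0 calls by DESeq2, and 3 and 0 adjusted over the list alone.

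In males labelled Bmal1 KO, Cry1, Npas2, Nr1d1, Dbp and Nr1d2 moved in the directions seen in females. Cry1 rose from 153 ± 33.7 (SD, n = 6) to 1289 ± 142 (n = 4), a log2 fold change of 3.08 ± 0.13 (SE, adjusted p = 2.79e-12), and Npas2 by 3.001 ± 0.157. Nr1d1 fell from 1955 ± 504 to 323 ± 92.9, by -2.59 ± 0.26 (adjusted p = 8.41e-06), Dbp changed by -2.31 ± 0.16 and Nr1d2 by -2.12 ± 0.19. In all, 354 genes were called, 203 higher and 151 lower in Bmal1 KO, of which 58 and 55 changed at least 2-fold. At unadjusted p under 0.05 there were 2899 genes, and DESeq2 called 726. The count was 217 without Bmal1 KO male 4, 229 without control male 2 and 195 when only the male libraries were fitted, and without Bmal1 KO male 1 it was 129 higher and 145 lower. The groups did not overlap for 274 of the called genes.

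Among other genes in males, Crym (chr7:120186380-120202111, minus strand), which binds thyroid hormone in the cell, rose from 265 ± 56.2 (SD, n = 6) to 1218 ± 415 (n = 4), by 2.16 ± 0.23 (adjusted p = 1.66e-05). The secreted protease Prss12 rose by 1.88 ± 0.28. Trim40 changed by -3.83 ± 0.53, Mybpc1, a myosin-binding protein, by -3.11 ± 0.51 and Clic6 by -3.10 ± 0.62. Cdhr5 changed by -2.11 ± 0.27, Ttc36 by -2.01 ± 0.40, and the near copies Cml5 and Nat8, whose separate values are uncertain, by -2.41 ± 0.36 and -2.11 ± 0.21. Gpnmb rose by 2.84 ± 0.66, Cntn4 by 2.20 ± 0.49, Dmrta1 by 2.08 ± 0.45 and Zfp648 by 1.84 ± 0.43. These 4 calls were each lost without some libraries: Gpnmb without control male 1 or 3 or any Bmal1 KO male (adjusted p from 0.0546 to 0.109), Cntn4 without control male 4 or Bmal1 KO male 1, 3 or 4 (0.0561 to 0.104). Dmrta1 lost its call without control male 3 or Bmal1 KO male 4 (0.0527 to 0.113), Zfp648 without any male library but control male 1, 3 and 6 (0.052 to 0.105), and Clic6 without Bmal1 KO male 1 (0.0521). Predicted genes without a name took 2 of the 20 places.

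Of the 19 core clock genes, 6 were higher and 4 lower in Bmal1 KO males, and 7 and 5 adjusted over the list alone (camera adjusted p = 0.0718). Clock rose by 0.42 ± 0.07 and Cry2 by 0.42 ± 0.09, while Bhlhe41 changed by -1.63 ± 0.24 and Per3 by -1.01 ± 0.22. Per2 rose by 0.96 ± 0.23, a call lost without any male library but control male 4 and 6 (adjusted p from 0.0575 to 0.161). Per1 differed by -0.50 ± 0.18 (adjusted p = 0.274). Clock output had 1 of 11 members higher and 1 lower (1 and 3 adjusted over the list alone, camera adjusted p = 0.0898), Dbp and Lonrf3, the latter higher by 0.82 ± 0.17 but not called without Bmal1 KO male 2 (adjusted p = 0.0777).

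In males 2 of 17 steroid synthesis genes were lower and 0 higher (4 and 0 adjusted over the list alone, camera adjusted p = 0.483). Star fell from 262800 ± 62110 (SD, n = 6) to 162200 ± 30810 (n = 4), by -0.69 ± 0.15 (adjusted p = 0.0238), and Cyp11a1 from 129900 ± 19540 to 79530 ± 13340, by -0.71 ± 0.16 (adjusted p = 0.0321). Star lost its call without Bmal1 KO male 2 or 4 (adjusted p 0.101 and 0.105), and Cyp11a1 without any male library but control male 5 and 6 and Bmal1 KO male 1 (0.0588 to 0.125). With a pseudocount of 10 neither was called (adjusted p = 0.0797 and 0.0562). Cyp11b1 differed by 0.25 ± 0.19 (adjusted p = 0.708), Cyp11b2 by 0.13 ± 0.20 (adjusted p = 0.894) and Akr1c18 by -1.55 ± 0.78 (adjusted p = 0.486). Of 12 zona glomerulosa genes 2 were lower and 0 higher (4 and 0 adjusted over the list alone, camera adjusted p = 0.151). Shh changed by -1.53 ± 0.30 and Kcnk3 by -0.75 ± 0.15, the latter not called without Bmal1 KO male 2 or 4 (adjusted p from 0.0629 to 0.0724). Canonical WNT targets ranked lower (camera adjusted p = 0.0128, with an estimated correlation adjusted p = 0.55), with 0 of 12 called by limma, 3 adjusted over the list alone, 4 at unadjusted p under 0.05 and 1 each by edgeR and DESeq2. Cholesterol synthesis genes ranked lower in males (camera adjusted p = 0.0376, with an estimated correlation adjusted p = 0.799), with 0 of 22 called by limma, edgeR, DESeq2 or over the list alone, and 1 at unadjusted p under 0.05. That call was lost without control male 1, 2 or 6 or Bmal1 KO male 2 (adjusted p from 0.0507 to 0.433). Cholesterol uptake and storage (13 genes, camera adjusted p = 0.792) and X-zone (6 genes, camera adjusted p = 0.0718) had 0 calls by limma, edgeR, DESeq2 or over the list alone, and 1 and 2 members at unadjusted p under 0.05.

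Proliferation genes ranked higher in Bmal1 KO males (camera adjusted p = 5.29e-07, with an estimated correlation adjusted p = 0.55). Of 22, 2 were higher and 0 lower (6 and 0 adjusted over the list alone), the spindle protein Tpx2 at 0.87 ± 0.18 and the mitotic checkpoint kinase Bub1 at 1.30 ± 0.31. Tpx2 lost its call without Bmal1 KO male 3 or 4 (adjusted p 0.0602 and 0.0642) and Bub1 without any male library but control male 2 and 6 and Bmal1 KO male 2 (0.0521 to 0.136). Of 13 glucocorticoid receptor targets 2 were higher and 1 lower (3 and 5 adjusted over the list alone, camera adjusted p = 0.799). Cdkn1a rose by 1.39 ± 0.20, Sgk1 by 0.30 ± 0.07, and Errfi1 changed by -0.66 ± 0.16. Sgk1 was not called without control male 2 or 5 or Bmal1 KO male 1, 2 or 3 (0.0543 to 0.109), nor Errfi1 without control male 2 or 4 or Bmal1 KO male 1, 3 or 4 (0.0779 to 0.142). The collagen gene Col5a1 rose by 0.82 ± 0.16, the 1 called member of 14 in adrenal capsule and stroma and also 1 adjusted over the list alone. That list ranked higher (camera adjusted p = 0.0354, with an estimated correlation adjusted p = 0.799), a call lost without control male 2 or Bmal1 KO male 2 or 4 (0.222 to 0.318). The heat shock list (12 genes, camera adjusted p = 0.4) had 1 gene lower, the chaperone Hspa8 at -0.74 ± 0.18, and redox defence (16 genes, camera adjusted p = 0.225) had 1 lower, the haem oxygenase Hmox1 at -0.70 ± 0.17, with 1 higher and 1 lower adjusted over the latter list alone. Hspa8, which has many processed copies and is uncertain for that reason, was not called without any male library but control male 6 (0.0637 to 0.145), nor Hmox1 without any but control male 5 and 6 and Bmal1 KO male 1 (0.0622 to 0.154).

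Unfolded protein response genes (18) ranked lower in Bmal1 KO males (camera adjusted p = 0.0163, with an estimated correlation adjusted p = 0.799), except without Bmal1 KO male 1 (adjusted p = 0.102). Medulla chromaffin markers (20) also ranked lower (camera adjusted p = 0.0376, with an estimated correlation adjusted p = 0.799), except without control male 2, 3 or 5 or Bmal1 KO male 1 or 2 (0.106 to 0.34). Endothelial markers (10) ranked higher (camera adjusted p = 0.0354, with an estimated correlation adjusted p = 0.674), except without control male 2 or 5 or Bmal1 KO male 2 or 3 (0.0581 to 0.252). Their members called by limma, edgeR, DESeq2 and over the list alone numbered 0, with 4, 1 and 3 at unadjusted p under 0.05, and Th differed by -0.25 ± 0.18 (adjusted p = 0.696). PKA and cAMP signalling, immediate early, interferon response, antigen presentation, mitochondrially encoded and sex chromosome genes had 0 called members by limma. They had 5, 4, 1, 0, 0 and 0 members at unadjusted p under 0.05, 0, 1, 0, 0, 0 and 0 calls by edgeR, and 2, 1, 0, 0, 0 and 0 by DESeq2. Adjusted over the list alone, 4, 1, 0, 0, 0 and 0 passed, and camera adjusted p values were 0.418, 0.0697, 0.491, 0.33, 0.33 and 0.4. Markers of Schwann and sustentacular cells, macrophages, lymphocytes, adipocytes, red blood cells and kidney had 0 calls by limma and edgeR, and 0, 0, 1, 1, 0 and 0 by DESeq2. At unadjusted p under 0.05 they had 0, 0, 1, 1, 0 and 1 members, adjusted over the list alone 0, 0, 1, 1, 0 and 0, with camera adjusted p values of 0.717, 0.799, 0.826, 0.483, 0.33 and 0.411.

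Several of these calls in males also depended on the model. In a fit of only the 2 male groups Star, Cyp11a1, Shh, Kcnk3, Per2, Lonrf3, Sgk1, Errfi1, Bub1, Hmox1, Dmrta1, Cntn4, Gpnmb and Zfp648 were not called (adjusted p from 0.0519 to 0.21). With age in the model Per2, Hspa8 and Hmox1 were not called (0.0585 to 0.0898), nor Herpud1 in females (0.0727). With the replicate number as a block Star, Sgk1, Bub1, Hmox1, Gpnmb and Zfp648 were not called (0.0514 to 0.116), nor Rsad2 in females (0.0592). With a pseudocount of 10 the Dmrta1 change in males was 1.12 against 2.08 in the main fit, and was not called (0.0624). Bub1 (0.0564) and Hspa8 (0.0559) were not called there either. With a pseudocount of 0.1 Cntn4 changed by 2.92 and was not called (0.114). Zfp648 (0.0577), Hspa8 (0.0527) and Hmox1 (0.0502) also lost their calls there. With limma-voom Gpnmb (0.0928) and Bub1 (0.0584) were not called.

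Both sexes shared 150 calls, 96 higher and 54 lower in Bmal1 KO, and 0 genes were called in opposite directions. Besides Cry1, Npas2, Nr1d1, Nr1d2 and Dbp they include Crym, which lies within 10 Mb of Arntl and rose by 2.23 ± 0.23 (SE) in females and 2.16 ± 0.23 in males, and Bhlhe41, Shh, Kcnk3 and Cdkn1a. If the lists were independent, 2.27 shared higher and 0.959 shared lower calls would be expected (odds ratios 116 and 127, one-sided Fisher's exact p = 4.68e-136 and 4.40e-82). Genes are not independent replicates, so these values describe the lists. A further 317 genes were called in females and not in males, and 204 in males and not in females. Of these 671 genes in all, 87.3% had the same sign in both sexes, and 8 passed the test of a difference between the sexes. Across 14331 genes with a mean log2 value of at least 5, the correlation of the female and male fold changes was 0.387, and the female and male contrasts share no libraries. DESeq2 gave 277 shared calls, and an unadjusted p under 0.01 in both sexes gave 362.

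**Figure D2:**
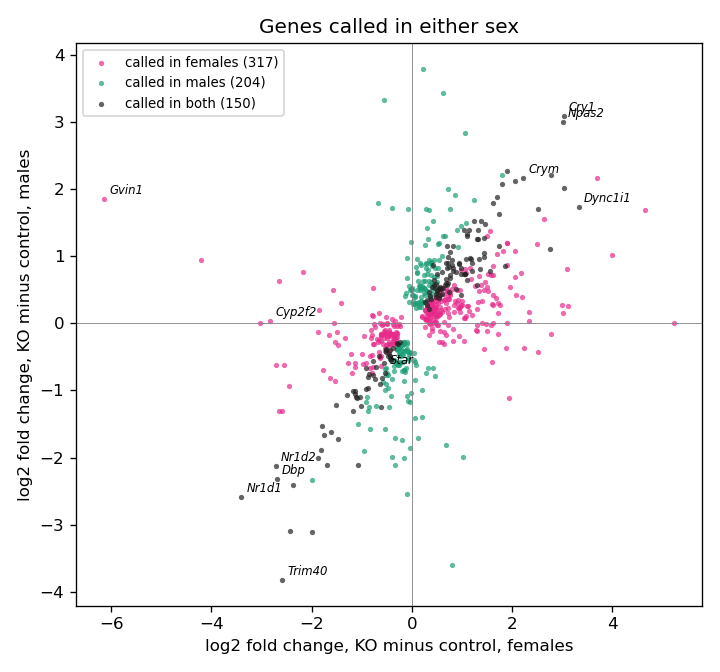
Log2 fold change (Bmal1 KO minus control) in females on the x axis and in males on the y axis for the 671 genes called in either sex, 1 point per gene. Colours mark the 317 genes called in females only, the 204 called in males only and the 150 called in both, which all lie in the quadrants of equal sign.

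The series asks whether the deletion acts differently in females and males, and 8 genes passed that test (the interaction of genotype and sex), in this fit all with a more positive effect in females. Prodh, the mitochondrial proline dehydrogenase (chr16:18060357-18090203, minus strand), was at 756 ± 132 (SD, n = 5) in control females and 1035 ± 193 (n = 5) in Bmal1 KO females, but fell from 449 ± 54.3 (n = 6) to 258 ± 16.8 (n = 4) in males. Its effects differed by 1.24 ± 0.18 on the log2 scale (adjusted p = 0.0183). Metrnl, a secreted hormone, rose in females by 1.27 ± 0.16 and differed in males by -0.09 ± 0.16 (difference 1.37 ± 0.22, adjusted p = 0.0315). The kinase gene Pim3 differed by -0.02 ± 0.12 in females and fell in males by -1.04 ± 0.13 (difference 1.02 ± 0.18, adjusted p = 0.0357). Pcdh7, a protocadherin, rose by 2.99 ± 0.32 in females against 0.27 ± 0.33 in males (difference 2.72 ± 0.46, adjusted p = 0.0331), and Sftpc, a surfactant protein, stood at 0.11 ± 0.22 in females and fell in males by -1.71 ± 0.22 (difference 1.83 ± 0.31, adjusted p = 0.0331). Clic5 and Arhgef37 rose in both sexes and more in females, with differences of 0.998 ± 0.160 (adjusted p = 0.0315) and 1.64 ± 0.28 (adjusted p = 0.0333). The last call was a predicted gene without a name.

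Next to the threshold of the interaction came a predicted gene without a name and the X-zone genes Thrb and Cyp2f2. Thrb was higher by 0.61 ± 0.11 in Bmal1 KO females and differed by -0.27 ± 0.12 in males (difference 0.88 ± 0.16, adjusted p = 0.0602), and DESeq2 (adjusted p = 0.000252) and edgeR (adjusted p = 0.049) called it. Cyp2f2, added here after its values were seen, differed between the sexes in its response by -2.87 ± 0.53 (adjusted p = 0.0602). At unadjusted p under 0.05 there were 1715 genes with 1330.6 expected, edgeR called 10 (8 more positive in females and 2 more negative) and DESeq2 83 (52 and 31). With age in the model or with limma-voom 0 genes passed (1801 and 1213 at unadjusted p under 0.05). The count fell to 0 without control female 4 or Bmal1 KO male 2, 3 or 4 (1728, 1636, 1561 and 1535 at unadjusted p under 0.05), to 1 without Bmal1 KO female 1 and to 2 without control male 2. It was 5 without Bmal1 KO female 3, control male 1 or Bmal1 KO male 1, 14 without control female 1 (13 and 1 in the same order) and 16 without control female 5 (10 and 6) or control male 4 (13 and 3). The 7 named genes had adjusted p from 0.0502 for Clic5 to 0.0973 for Pim3 where a left-out library ended their call. With the replicate number as a block Arhgef37 was not called (adjusted p = 0.122).

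**Figure D3:**
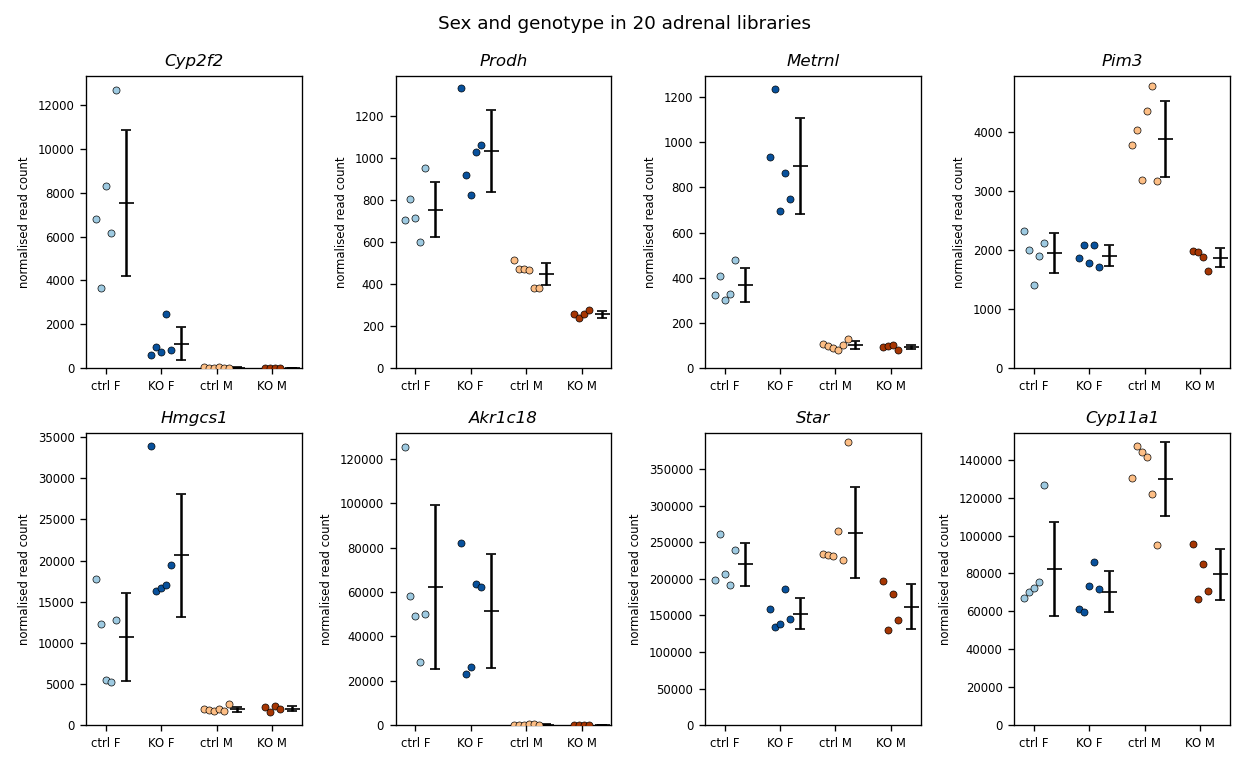
Normalised read counts of Cyp2f2, Prodh, Metrnl, Pim3, Hmgcs1, Akr1c18, Star and Cyp11a1 in each library, with each axis starting at 0; points are libraries, and dash and bar are the mean and SD of a group. Prodh ran from 756 to 1035 in females and from 449 to 258 in males, and Cyp2f2 stood at 7517 in control females against 34.6 in control males.

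Cholesterol synthesis genes as a set responded more positively in females than in males (camera adjusted p = 2.25e-11, with an estimated correlation adjusted p = 0.886, median difference 0.66 on the log2 scale). None of the 22 passed over all genes by limma or edgeR, DESeq2 called 1, 11 had unadjusted p under 0.05 and 5 passed adjusted over the list alone. Hmgcs1 differed by 1.04 ± 0.27 between genotypes in females and by 0.06 ± 0.28 in males, a difference of 0.99 ± 0.39 (adjusted p = 0.677). Adrenal capsule and stroma genes responded more negatively in females (camera adjusted p = 0.0133, median difference -0.28) and immediate early genes more positively (camera adjusted p = 0.0133, median difference 0.33). With an estimated correlation both had adjusted p = 0.906, and in each list 0 members passed by limma, edgeR, DESeq2 or over the list alone, with 1 at unadjusted p under 0.05. The capsule call was lost without control female 1 or 4, Bmal1 KO female 4, control male 2 or Bmal1 KO male 2 or 4 (adjusted p from 0.0681 to 0.196). The immediate early call was lost without control female 3 or 4, Bmal1 KO female 1, control male 5 or Bmal1 KO male 1 (0.0508 to 0.278). Adipocyte markers were not called (camera adjusted p = 0.0717), with a more negative response in females in all 11 members (median difference -1.17).

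Female and male control adrenals differed far more than genotypes did, in 7023 genes, 3582 higher and 3441 lower in females, and 9717 genes at unadjusted p under 0.05. The largest rise was that of Akr1d1 (chr6:37530173-37568815, plus strand), the steroid 5-beta reductase, which was at 41800 ± 7480 (SD, n = 5) in females and 116 ± 114 (n = 6) in males, a log2 difference of 9.03 ± 0.52 (SE, adjusted p = 7.04e-11). Akr1c18 was higher in females by 8.56 ± 0.73 and the complement gene C3 by 7.96 ± 0.53. Pik3c2g stood at 3740 ± 2159 (SD, n = 5) in females and 17.3 ± 32.5 (n = 6) in males, and no fold is given since 3 of 6 control males had at most 3 reads. Susd3 was lower in females by -6.26 ± 0.43 (SE), and predicted genes without a name took the other 5 places. With age in the model 3746 genes passed, and control males were older than control females on average (3.65 against 2.36 months).

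Several gene groups separated the sexes in controls. Of 22 cholesterol synthesis genes 16 were higher in females and 0 lower, over all genes and the list alone (camera adjusted p = 5.38e-09, with an estimated correlation adjusted p = 0.571), among them Hmgcs1 by 2.31 ± 0.26. Cholesterol uptake and storage had 8 of 13 higher and 1 lower (9 and 1 adjusted over the list alone, camera adjusted p = 0.000644, with an estimated correlation adjusted p = 0.0243), with the lysosomal lipase Lipa at 2.07 ± 0.10 and Soat1 at 0.73 ± 0.12. X-zone genes were higher in 4 of 6 (4 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.000373, with an estimated correlation adjusted p = 0.0295), namely Akr1c18, Pik3c2g, Cyp2f2 at 7.76 ± 0.36 and Thrb at 1.67 ± 0.11. Proliferation genes were higher in 14 of 22 (16 adjusted over the list alone, camera adjusted p = 2.79e-08, with an estimated correlation adjusted p = 0.193), with Tpx2 at 1.30 ± 0.17 and Mki67 at 1.43 ± 0.20. Immediate early genes were lower in 10 of 16, over all genes and the list alone (camera adjusted p = 0.000373, with an estimated correlation adjusted p = 0.691), with Jun at -1.25 ± 0.12 and Nr4a2 at -1.80 ± 0.25. Glucocorticoid receptor targets had 1 higher and 5 lower of 13 (2 and 5 adjusted over the list alone, camera adjusted p = 0.0442, with an estimated correlation adjusted p = 0.691), with Ddit4 at -1.02 ± 0.09 and Errfi1 at -1.47 ± 0.15. That call was lost without control female 3 or 4, control male 1, 2 or 4, Bmal1 KO female 2 or Bmal1 KO male 1 (adjusted p from 0.0511 to 0.125).

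Stress and redox genes also differed by sex in controls. Redox defence had 9 of 16 higher in females and 2 lower (10 and 2 adjusted over the list alone, camera adjusted p = 0.017, with an estimated correlation adjusted p = 0.738), with the mitochondrial superoxide dismutase Sod2 at 0.54 ± 0.08 and Hmox1 at -2.15 ± 0.16. The unfolded protein response had 6 of 18 higher and 0 lower (7 and 0 adjusted over the list alone, camera adjusted p = 0.0132, with an estimated correlation adjusted p = 0.738), a call lost without control female 5 (adjusted p = 0.067), with the chaperone Dnajb11 at 0.42 ± 0.07 and Trib3 at 1.82 ± 0.34. Heat shock had 5 of 12 higher and 1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.0433, with an estimated correlation adjusted p = 0.571), a call lost without control female 2 or 5 or control male 1 (0.0649 to 0.102), with the chaperonin partner Hspe1 at 0.995 ± 0.151 and Hspb1 at -1.50 ± 0.21. Steroidogenesis had 8 of 17 higher and 3 lower (8 and 4 adjusted over the list alone, camera adjusted p = 0.081), with the nuclear receptor Nr0b1 at 3.33 ± 0.15, Hsd3b1 at 0.90 ± 0.12, the ACTH receptor Mc2r at 0.82 ± 0.11 and Cyp11a1 at -0.69 ± 0.15. Of 9 sex chromosome genes all were called, 5 higher and 4 lower in females, in controls and in Bmal1 KO.

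The sexes also differed in Bmal1 KO, in 6055 genes, 3222 higher and 2833 lower in females, and 9144 at unadjusted p under 0.05. Akr1d1 was higher in females by 9.84 ± 0.57 (SE), and Akr1c18 by 9.84 ± 0.81, while Susd3 was lower by -5.94 ± 0.48 and the cartilage proteoglycan Acan by -5.31 ± 0.45. Pik3c2g stood at 6549 ± 5905 (SD, n = 5) in females and 25.7 ± 47.6 (n = 4) in males, where 3 of 4 had at most 3 reads and library 4 read 97.1. Ugt1a1 stood at 931 ± 546 (SD, n = 5) in females and 0.696 ± 1.39 (n = 4) in males, and shares exons with other genes of its cluster, which makes it uncertain. The dopamine receptor gene Drd4 stood at 0.764 ± 1.19 in females and 108 ± 33.7 in males, and no fold is given for these 3 genes since 1 sex lay mostly at or under the floor of 3 reads. Predicted genes without a name took 3 of the 10 places. Cholesterol synthesis genes were higher in 20 of 22 and lower in 0 (21 and 0 adjusted over the list alone, camera adjusted p = 2.22e-18, with an estimated correlation adjusted p = 0.179), with Hmgcs1 at 3.30 ± 0.29. Cholesterol uptake and storage had 8 of 13 higher and 0 lower, over all genes and the list alone (camera adjusted p = 0.000288, with an estimated correlation adjusted p = 0.00709), with Lipa at 1.46 ± 0.11 and the cholesterol exporter Abca1 at 1.24 ± 0.17. X-zone genes were higher in 4 of 6, over all genes and the list alone (camera adjusted p = 1.41e-05, with an estimated correlation adjusted p = 0.00709), namely Akr1c18, Pik3c2g, Thrb at 2.55 ± 0.12 and Cyp2f2 at 4.89 ± 0.39.

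Proliferation genes were higher in 12 of 22 in Bmal1 KO females against Bmal1 KO males (17 adjusted over the list alone, camera adjusted p = 7.03e-07, with an estimated correlation adjusted p = 0.232), with Ube2c at 1.10 ± 0.23 and the topoisomerase Top2a at 1.03 ± 0.22. The unfolded protein response had 6 of 18 higher and 0 lower (8 and 0 adjusted over the list alone, camera adjusted p = 0.00146, with an estimated correlation adjusted p = 0.687), with Dnajb11 at 0.53 ± 0.08 and Trib3 at 2.35 ± 0.38. Redox defence had 10 of 16 higher and 2 lower, over all genes and the list alone (camera adjusted p = 0.00317, with an estimated correlation adjusted p = 0.687), with Hmox1 at -1.60 ± 0.18 and Sod2 at 0.58 ± 0.09. Lymphocyte markers had 3 of 11 higher and 0 lower, over all genes and the list alone (camera adjusted p = 0.0381, with an estimated correlation adjusted p = 0.696), among them Ms4a1 at 0.79 ± 0.21 and Cd79a at 0.87 ± 0.28. Cd79a was not called without Bmal1 KO female 2 or 3 or Bmal1 KO male 2 or 4 (adjusted p from 0.0548 to 0.0708). The list's call was lost without Bmal1 KO female 2 or 5 or Bmal1 KO male 1 or 2 (adjusted p from 0.0593 to 0.119). Between controls and Bmal1 KO, 4317 sex differences were called in the same direction and 3 in opposite directions, against 433.7 higher and 366.3 lower expected for independent lists, and the correlation of the sex differences across 14331 genes was 0.868. The 2 sex comparisons share no libraries.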

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

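All the tests of explanations in this part, and the comparisons with other splits of the libraries, were chosen after the results were seen.

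Arntl RNA was not lower, and on average higher, in the libraries labelled Bmal1 KO, at 905 ± 71.8 (SD, n = 5) against 618 ± 147 (n = 5) in females and 923 ± 69.9 (n = 4) against 663 ± 238 (n = 6) in males. Single mislabelled libraries are argued against, since by the genes called in the other sex 0 of 20 libraries lay on the other label's side of their own sex, though a swap of all labels would not show there. A larger share of medulla cells is argued against as well: the mean log2 value of chromaffin markers differed by -0.24 ± 0.08 (SE) in females and -0.17 ± 0.17 in males, where Arntl differed by 0.57 and 0.55. A further, biological explanation was tested and its result left out, since it needs an item withheld for evaluation; it was a test of neither explanation above. The exons removed and the time of day of collection are not known.

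Near Arntl on chromosome 7, Gvin1 was read at 409, 140, 167, 176 and 0 in control females, at 0 in all 5 Bmal1 KO females and all 6 control males, and at 0, 167, 0 and 0 in Bmal1 KO males. A deletion effect as the whole cause of these Gvin1 values is argued against, since 8 of 20 libraries go against it (Gvin1 above 3 reads in Bmal1 KO or not above in control). A variant that travels with the Arntl locus was tested by the share of genes called in either sex within 10 Mb of Arntl, 13 of 248 (5.24%, Gvin1 and Crym among them), against 657 of 26206 elsewhere (2.51%), a ratio of 2.09 with one-sided Fisher's exact p = 0.0110. The ratio fell short of the 3-fold bound set for this test, which first counted as excluding the variant. After the value was seen, ratios between 1 and 3 were instead read as deciding nothing, since unlinked genes dilute the window. This ratio therefore cannot tell a variant and the deletion apart for the called genes of the window other than Gvin1. Its Fisher test also counts neighbouring genes as independent. Single genes, named outside the rule, differed in pattern. Trim5 and Trim12a were lower in females (-2.17 and -4.21) and not called in males (0.77 and 0.94), like Gvin1 (-6.14 and 1.85). The 3 genes called in both sexes, Insc, Tmem159 and Crym, were higher in each. The cause of these patterns was not tested.

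Cyp2f2 stood at 7517 ± 3336 (SD, n = 5) in control females and 1123 ± 757 (n = 5) in Bmal1 KO females. A loss of X-zone cells as the whole cause is argued against, since all 5 other X-zone members had an interval wholly above that of Cyp2f2. With age in the model the log2 fold change was -2.73 ± 0.37 (SE, adjusted p = 0.000255). This argues against an age effect common to all 20 libraries as the whole cause. That fit has a common age slope for both sexes, so it cannot decide on an age course of females alone. Control females 4 and 5 were 1.5 months old, and no Bmal1 KO female was under 2.4 months. An effect of the deletion within X-zone cells remains open and was not tested.

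For counts of genes in the main fit, chance can be excluded for Bmal1 KO in each sex and for both sex comparisons. In each, 1 of 100 splits, the real one, gave as many calls. The interaction gave the same number of splits, but chance cannot be excluded there. Its other splits misplaced between 6 and 10 libraries, so effects of genotype may have added to their spread. Those of the deletion contrasts misplaced 2 or 4, but their highest other counts lay further below the real ones. The interaction count was also 0 with age in the model or with limma-voom, where other splits were not run. The real and highest other counts were 467 and 78 for Bmal1 KO in females, 354 and 33 in males, 8 and 5 for the interaction, 7023 and 5728 by sex in controls, and 6055 and 3468 by sex in Bmal1 KO, where the last 2 splits had 1 library misplaced. For counts of gene lists chance cannot be excluded. As many lists were called in 10 of 100 splits for females (real 11, highest other 13), 46 for males (7 and 12), 88 for the interaction (3 and 13), 34 by sex in controls (9 and 13) and 47 by sex in Bmal1 KO (7 and 16).

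The effect of Bmal1 KO differed between females and males, by the test of the interaction, for Prodh (1.242 on the log2 scale), a predicted gene without a name (3.002), Clic5 (0.9976), Metrnl (1.367), Sftpc (1.826), Pcdh7 (2.72), Arhgef37 (1.637) and Pim3 (1.02). The same test, for lists, gave median differences of 0.657 for cholesterol synthesis, -0.279 for adrenal capsule and stroma and 0.327 for immediate early genes. With an estimated correlation none of these lists was called (adjusted p = 0.886, 0.906 and 0.906).

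In 43 of 396 groups of values from libraries or named genes, 1 library lay far from the others of its group, and chance alone marks about 1 in 20 groups (19.8 here). Genes share libraries, so these are not separate events. Control male 6 accounts for 12 of them, with 12.39% mitochondrial reads against 10.37% in the next library, and read counts of 680.3 for Aif1l, 12370 for Acsbg1, 386400 for Star, 213600 for Cyp11b1, 2535 for Hmgcs1, 622.9 for Shh, 1123 for Susd3, 10370 for Hspe1, 380100 for Hsd3b1, 9227 for Mc2r and 360 for Acan. Control male 4 had 13421985 reads. Other control males far from their group were control male 1 for Cdhr5 (146.3), control male 2 for Npas2 (94.99) and Bub1 (39.66), control male 3 for Sgk1 (2994), and control male 5 for Errfi1 (3755), Col5a1 (1854) and Pik3c2g (83.36). Among control females these were control female 2 for Dbp (3103) and Lonrf3 (85.51) and control female 5 for Cyp11a1 (126500), Cdkn1a (761.5), Clic6 (64.83) and Dnajb11 (1698).

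Among Bmal1 KO females, library 1 lay far from the others for Tmem45a2 (486.8), Pmvk (1362), Hmgcs1 (33860), Mybpc1 (36.44) and Gpnmb (769), library 4 for Cyp2f2 (2451), Acsbg1 (2082), Cml5 (26.94) and Soat1 (16050), and library 5 for Clic6 (19.32). Among Bmal1 KO males these were library 1 for Soat1 (15660), Susd3 (962.8) and Trib3 (38.26), library 2 for Ugt1a1 (2.782, at the floor of 3 reads), library 3 for Ddit4 (4158) and library 4 for Dmrta1 (49.65) and Pik3c2g (97.14).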

How the results depend on the processing

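edgeR with TMM factors, the comparison without control male 6 and Bmal1 KO male 2, TMM rescaling, log2 CPM for list tests, and the overlap under single left-out libraries, age, the block and edgeR were chosen after the data were seen.

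In the alternatives fitted across all genes, 0 called genes changed sign. With DESeq2 there were 913 calls in females, 726 in males and 83 for the interaction, against 467, 354 and 8, and the overlap of deletion calls between sexes was 277 against 150. That overlap was 362 at unadjusted p under 0.01, a looser threshold by construction. In males 195 genes were called when only the 2 male groups were fitted, which leaves fewer samples for the estimate of spread, and between 217 and 477 with 1 library left out. The interaction had 0 calls with age in the model (1801 at unadjusted p under 0.05), 0 with limma-voom (1213), and between 0 and 16 with 1 library left out. By sex in controls 3746 genes were called with age in the model, against 7023. Of 37 list calls 4 were made with an estimated correlation between genes. Apart from these constructions, the cause was not tested.

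In the other alternatives counts of genes, and of list calls summed over the 5 comparisons (37), stayed within 1.5 times the value reported: females 335 to 477 and the overlap 110 to 177 with 1 library left out, and list calls 31 with age, 34 with the block, 36 on log2 CPM and 32 with limma's fry. List calls of single comparisons moved more. In females 11 became 6 without control female 3 and 7 without Bmal1 KO female 2, in males 7 became 4 with age, 2 with the block and 3 without control male 2 or Bmal1 KO male 2, and for the interaction 3 became between 1 and 7 with 1 library left out. With fry, which tests a list against no change rather than against other genes, there were 4 in females, 2 in males, 0 for the interaction and 13 in each sex comparison, against 9 and 7. Its form for members that move in either direction called 9 in females, 7 in males and 0 for the interaction. By sex it called 18 in controls and 19 in Bmal1 KO. The core clock loop had fry adjusted p = 4.29e-15 in females and 3.45e-15 in males in that form. Akr1c18 in females, not called, ranged from -0.513 without control female 4 to 0.0199 without control female 1. Not called either, Cyp11b2, Bmal1 KO vs control in males, was -0.0229 without control male 6 and Bmal1 KO male 2 together, and ranged from -0.0260 without Bmal1 KO male 2 to 0.221 without Bmal1 KO male 1. Of the named calls, 9 of 34 in females, 17 of 33 in males, 7 of 7 for the interaction, 12 of 75 by sex in controls and 10 of 83 by sex in Bmal1 KO were lost in at least 1 alternative. Star in females gained a call with DESeq2 (adjusted p = 0.0164) and limma-voom (0.0449), and Arntl in males with the block (0.773, adjusted p = 0.0209), under which Star in males had adjusted p = 0.0697.

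The replicate number was used as a block, which gave 442 calls in females and 350 in males. After group means were removed, libraries of equal number correlated at 0.317, 0.149, 0.0833, 0.20 and -0.0502 in females and at -0.174, -0.0266, -0.00537 and -0.142 in males, so not every pair passed 0.1 and the numbers were not taken to pair the libraries. In females libraries 1, 2 and 4 of each genotype were each other's best match, a hint of pairing or of age, and in males 0 of 4 pairs were. Within each group the numbers run from the oldest age label to the youngest, so the block is not independent of age. Females numbered 1 (3.4 months) and 2 (2.7 months) had equal ages across genotypes, and those numbered 4 did not (1.5 and 2.4 months). On depth, 3 reads correspond to the floor of detection, under which no fold is given.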

Other observations

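The test of a shift towards the other sex and the sums of Ftl1 with its copies were chosen after the results were seen.

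Single genes of several lists also differed by sex, while the core clock list (camera adjusted p = 0.743 in controls and 0.616 in Bmal1 KO) and the zona glomerulosa list (0.519 and 0.959) did not pass as sets. In controls Per1 was lower in females by -1.51 ± 0.17 (SE, adjusted p = 1.41e-06), and Rora, an activating nuclear receptor of the clock loop, was higher by 0.80 ± 0.11. Nampt, the rate-limiting enzyme of NAD salvage, was higher in females by 1.13 ± 0.14 in controls and 1.65 ± 0.16 in Bmal1 KO. Kcnk9, a potassium channel gene of the TASK family, was lower by -1.28 ± 0.13 in controls and -1.63 ± 0.14 in Bmal1 KO. Pde8b was higher by 1.48 ± 0.11 and 1.73 ± 0.12 in the same order.

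A shift of the Bmal1 KO adrenal towards the other sex was tested as a hypothesis. With control libraries split so that no control served both sides, the correlation across 14331 genes of the deletion effect with the female minus male difference averaged -0.00157 over 20 splits in females and 0.0195 over 20 in males. A size of at least 0.3 was asked for, so the hypothesis is argued against.

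Ftl1, the ferritin light chain gene, read 13452 in control female 1, 15296 in control female 3, 16257 in Bmal1 KO female 1 and 15260 in Bmal1 KO male 2, and between 28870 and 44858 in the other 16 libraries. Of its near copies (at least 95% identity over the part aligned), the 6 that passed the filter and lie outside the Ftl1 locus together read 14593, 14729, 15334 and 14553 in those 4 libraries and between 39.7 and 206 in the others. The SD of the log2 value over libraries was 0.531 for Ftl1 alone and 0.182 for Ftl1 and copies summed, so separate values of these genes are uncertain.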
